A study of Mus musculus with 8 samples.

How the data were processed

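The series held 8 libraries from mouse intestine. There were 4 droplet single-cell RNA libraries. They came from small intestinal organoids grown alone, from small intestinal organoids grown in coculture, from sorted small intestinal tissue and from sorted large intestinal tissue, with 1 library each. The other 4 were spatial libraries made on 10x Visium slides, with 2 sections of small intestine and 2 of large intestine. Per the labels, the organoids were at passage 1, 16 wells of each kind of culture were pooled, and 100000 epithelial cells were sorted from each. The tissue libraries were sorted to enrich stem cells and lymphatic endothelial cells, so the share of a cell class in them describes the sorted library and not the tissue. The sections were 10 µm thick, and those of a tissue were technical duplicates, per the labels.

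The deposited matrices gave a count of unique molecular identifiers (UMIs) for each gene and barcode. Per the file headers, the counts of the single-cell libraries came from Cell Ranger 6.0.1 and those of the Visium libraries from Space Ranger 1.2.1. The files listed only barcodes called as cells or spots and carried no normalization. Neither headers nor labels named the genome build or the annotation release. Genes were identified by mouse Ensembl IDs and symbols as the files paired them, and 32158 of the 32285 gene IDs were found in a reference table of mouse gene names. The tissue libraries carried 2 added features, called GFP-PLUS and GFP-MINUS. The positions of the Visium spots on the slide were not used here. The organoid libraries shared 0 barcodes and the tissue libraries 25.

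Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept. The cells with the highest Scrublet doublet scores were then removed, at 0.8% per 1000 cells. Spots with at least 500 UMIs were kept. For clustering, counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, 30 principal components, the 15 nearest neighbours and the Leiden method at resolution 1 (0.5 for Visium spots) were used, with seed 0. Mitochondrial, ribosomal protein, GFP and sex genes were left out of the clustering, as were the gene lists whose values are reported. Both organoid libraries were clustered together, each tissue library on its own, and the spots of each tissue over both sections. Clusters were named by 24 marker lists. A cluster took the class with the highest mean log2 ratio of its markers over the other cells, among classes with at least 3 markers that were detected in 10% of the cluster's cells and were at least 1 log2 unit higher there. It stayed unnamed where another class had more markers among the 10 leading genes, or where its cells had low UMI counts for their library and none of the 10 leading genes was a marker of the class. A class is called by its name with the ending "-like", and clusters without a name are called unnamed. Classes with fewer than 20 cells were not compared.

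Levels are in CPM, the UMIs of a gene scaled by the summed UMIs of the library, class, section or region. Ratios are log2 ratios of CPM. A count under 3 was set to 3 in a ratio. This is lower than the upper end of the 95% interval for a count of 0, which is 3.69. Each single value carries a 95% interval: exact Poisson for a CPM, exact binomial (Clopper-Pearson) for a share, and the exact interval for a ratio of 2 Poisson counts for a log2 ratio. These intervals cover counting error only. For the organoid genes discussed most, 2000 draws of the cells with replacement gave a second interval, which also covers differences between the cells of a library but not between cultures. Shares of cells with a UMI were computed after every cell was thinned at random to 10000 UMIs (organoids) or 2000 UMIs (tissue). These depths were the largest among 1000, 2000, 5000 and 10000 that kept at least 80% of the cells of each library. Visium spots were thinned to 2000 UMIs.

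With 1 library per condition or tissue, and with sections that are technical duplicates, no test between groups was made, and no p-value and no count of changed genes is given. The gene lists, the marker lists, the comparisons and a rule of size for naming further genes were fixed before the data were examined. By that rule, the 5 genes with the highest and the 5 with the lowest log2 ratio were named among genes with at least 100 UMIs in the higher group. Mitochondrial, ribosomal protein, sex and unnamed gene models were left out. For Visium, the rule compared the lower section of the higher tissue with the higher section of the lower tissue. The 17 fixed lists held, among others, 29 secreted factors, 20 receptors, 5 lymphatic genes (Lyve1, Prox1, Ccl21a, Mmrn1, Flt4), 6 crypt genes (Lgr5, Ascl2, Olfm4, Slc12a2, Cdca7, Gkn3), 4 surface genes for each tissue and 4 muscle genes.

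Deposited depth ranged from 24356162 to 142501907 UMIs per library. After filtering, 538 control and 1028 cocultured organoid cells, 2695 small and 5882 large intestinal cells, and 2094, 2571, 2094 and 2179 spots (small intestine sections 1 and 2, large intestine sections 1 and 2) remained. In the small intestinal tissue library, 5497 of 8842 barcodes exceeded the mitochondrial limit.

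Alternatives were tried for the scaling, the cell and spot filters, doublet removal, the clustering resolution, the number of variable genes, the thinning, the spot lists and the sections used. Their effect is given in the section on how the results depend on the processing. The gene ratio step was tested on simulated counts drawn from the real depths with 200 changed genes. For the organoid comparison (19889 genes) all changed genes came out in the right direction and 97% of the true ratios lay within the interval. For lymphatic endothelial-like cells (16232 genes) 96% did, and for the Visium comparison (20707 genes) 92.5% did. The spot split was tested on lists placed independently in 20 draws per tissue. The mean thinned log2 ratio was -0.04 for the small and -0.06 for the large intestine, with a standard deviation of 0.23 and 0.21 between draws. A planted log2 ratio of 1 came out at 0.84 and 0.60, so the thinned split understates a difference. Without thinning, the independent lists gave 0.023 and 0.026 and the planted ratio came out at 1.02 in both tissues. The simulated crypt list was placed in spots at random, whatever their depth. The simulation therefore cannot show whether unthinned values of the real spots are free of depth effects. Naming was tested on 800 simulated cells, all of which received the planted class.

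Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9.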

Results

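The series measured RNA in 8 mouse libraries in 3 sets. The first set was a pair of single-cell libraries from small intestinal organoids, miniature epithelial cultures grown from crypts, of which 1 was grown alone (control) and 1 in coculture. The labels did not name the coculture partner; the study's title concerns lymphatic vessels and intestinal stem cells. The second set was a pair of single-cell libraries from sorted tissue, 1 from small and 1 from large intestine. The third was 4 Visium sections, 2 per tissue, in which each spot on a slide collects RNA from the cells above it. The deposited control organoid library held 818 cells and 46236011 UMIs, and the cocultured one 1233 cells and 100452728 UMIs. The small intestinal tissue library held 8842 cells and 78482770 UMIs, and the large intestinal one 8646 cells and 142501907 UMIs. Small intestine sections 1 and 2 held 24356162 and 30091604 UMIs, and large intestine sections 1 and 2 held 41257593 and 43833127 UMIs. There was 1 library per organoid condition and per sorted tissue, so no difference between these groups has a replicate check. Xist was near 0 in all libraries (at most 17 UMIs) while Ddx3y had between 995 and 4664 UMIs, as in male tissue.

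The first comparison asked how coculture changed organoid transcripts. It used 538 control cells (median 73663.5 UMIs) and 1028 cocultured cells (median 86295 UMIs). The median log2 ratio of cocultured to control CPM over 13231 genes was -0.12, and gene ratios are to be read against that shift. Lgr5 (ENSMUSG00000020140), a marker of intestinal stem cells, had 6.45 CPM in the control and 1.41 CPM in the cocultured library, a log2 ratio of -2.19 (counting interval -2.50 to -1.89). When cells were drawn again with replacement, a check added after the values were seen, its interval was -2.88 to -1.60. That interval covers differences between cells of a library but not between cultures. The alternative that moved it most, the mean of each cell's CPM, gave -1.50. The other stem genes on the list fell less. Axin2 had a log2 ratio of -0.76 and Ascl2 one of -0.33, and the interval of Ascl2 over drawn cells, -0.73 to 0.09, included 0. Smoc2 was at -0.21, and at 0.00 with the mean of each cell's CPM. The proliferation genes Mki67 and Top2a had log2 ratios of -0.35 and -0.32.

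Genes of the list for fetal or regenerating epithelium were also lower in the cocultured library. Clu (ENSMUSG00000022037) fell from 4597 UMIs (106 CPM) to 56 UMIs (0.578 CPM), a log2 ratio of -7.52 (counting interval -7.93 to -7.14; interval over drawn cells -8.98 to -6.14). The alternative that moved it most, the mean of each cell's CPM, gave -8.50. These UMIs were unevenly spread: in the control library 122 cells had a Clu UMI, 4 cells held 50% of the gene's UMIs, and without the cell with the most UMIs in each library the log2 ratio was -7.52. Anxa1 had a log2 ratio of -4.86 and Ly6a one of -1.51. After every cell was thinned to 10000 UMIs, Clu UMIs were seen in 9.33% of 450 control cells (interval 6.81% to 12.4%) and in 0.435% of 919 cocultured cells (0.119% to 1.11%). Without thinning the shares were 22.7% and 1.95%. Lgr5 UMIs were seen in 5.56% (3.63% to 8.09%) and 1.197% (0.599% to 2.13%) of the thinned cells, and in 16.2% and 5.64% without thinning. Enterocyte-like cells, which should lack Lgr5, had it in 0 of 55 control and 0 of 193 cocultured cells at the same thinned depth, whereas 7.27% of the control and 0 of the cocultured enterocyte-like cells had a Clu UMI. Mki67 was seen in 40.4% and 41.2% of thinned cells, within counting error.

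Among differentiation genes, Chga (ENSMUSG00000021194), a marker of hormone-producing cells, rose from 332 to 8384 UMIs, a log2 ratio of 3.49 (counting interval 3.34 to 3.66; interval over drawn cells 1.79 to 7.11). In the control library 1 cell held 183 of these UMIs (55.1%), and without the cell with the most UMIs in each library the log2 ratio was 4.47. Defa29 had a log2 ratio of 1.57, with an interval over drawn cells from -1.39 to 5.42 that included 0. Krt20 was at -1.30 (-1.68 to -0.91 over drawn cells), while Alpi and Vil1 stood at 0.05 and -0.07, nearer to 0 than the overall shift is. Muc2 was at 0.27 and Dclk1 at -0.38 (33 and 57 UMIs, counting interval -1.02 to 0.29). The sign of Alpi turned with the mean of each cell's CPM (-0.03), that of Lyz1 (-0.37) did too (0.00), and that of Vil1 turned with median-of-ratios scaling (0.05). Among secreted factors and receptors, the epidermal growth factor family members Areg and Ereg had log2 ratios of -1.09 and -2.43, their receptor gene Egfr had -1.75, and Dab1, which encodes an adaptor of the reelin receptors, had 1.01. The reelin receptor genes Lrp8 and Vldlr were at -0.42 and -0.21, but at -0.01 and -0.03 with the mean of each cell's CPM, and Itgb1 was at -0.53. The plot of listed organoid genes shows these ratios.

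**Figure D1:**
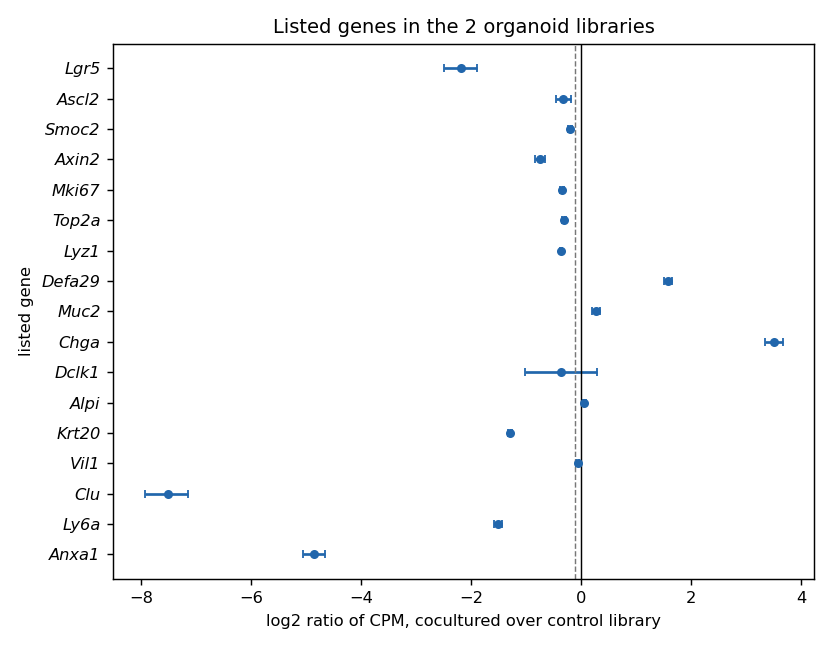
Log2 ratio of CPM between the cocultured and the control organoid library (horizontal axis) for the listed stem, cycling, differentiation and regenerative genes with more than 3 UMIs in a library. Bars are exact 95% counting intervals, the solid line is 0 and the dashed line is the median over all genes, -0.12; Clu, Anxa1 and Lgr5 lie furthest to the left and Chga furthest to the right.

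By the rule of size, the genes with the lowest ratios were BC037156 (1012 to 0 UMIs), Mup20 (674 to 0), Igfbp3 (415 to 0), Clu and Cavin3 (1123 to 15, log2 ratio -7.39). For 3 of these, most UMIs came from a single cell. In the control library 1 cell held 99.2% of the BC037156 UMIs, 1 cell 99.0% of the Mup20 UMIs and 1 cell 89.4% of the Igfbp3 UMIs, whereas 4 cells held 50% of the Cavin3 UMIs. The genes with the highest ratios were Gcg (1 to 2748 UMIs), Defa21 (27 to 3536), Reg3b (8 to 603), Nts (18 to 1151) and Ambp (0 to 182). In the cocultured library 1 cell held 2528 of the Gcg UMIs, 1 cell 3361 of the Defa21 UMIs, 1 cell 519 of the Reg3b UMIs and 1 cell 1139 of the Nts UMIs, so most of the UMIs behind each of these ratios came from a single cell. Ambp had UMIs in 16 cells. Its log2 ratio was 4.76 with the control count of 0 set to 3, and its interval started at 4.45.

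Lymphatic endothelial genes were looked for in both organoid libraries. Ccl21a, Mmrn1 and Pdpn had 0 UMIs in both. A count of 3 would be 0.0693 CPM in the control and 0.0309 CPM in the cocultured library. Lyve1 had 59 and 228 UMIs (log2 ratio 0.79, counting interval 0.37 to 1.23) and Prox1 23 and 111 (1.11, 0.45 to 1.82). Flt4 had 2 and 4 UMIs. The endothelial genes Pecam1 and Cdh5 went the other way. Pecam1 had 52 and 24 UMIs (-2.28, -3.04 to -1.56) and Cdh5 had 22 and 0 UMIs. With the 0 set to 3, the Cdh5 log2 ratio was -4.04, and its interval ended at -3.62. These UMIs came from few cells. Pecam1 was seen in 1.86% of control and 1.56% of cocultured cells and Cdh5 in 0.558% and 0, and after thinning the intervals of both genes overlapped between the libraries.

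Clustering of both libraries gave named classes and several unnamed clusters. Stem-like cells made up 16.4% of control cells (interval 13.3% to 19.8%) and 12.5% of cocultured cells (10.5% to 14.6%). The stem-like class was led by replication genes such as Ung and Cdc6 beside Olfm4, and no cluster took that name at resolution 0.5 or 2, with 4000 variable genes, with the reported genes put back or with the strict cell filter. Cycling-like cells made up 17.3% and 20.6%, Paneth-like cells 5.20% and 5.54%, and enteroendocrine-like cells 0.929% (5 cells, 0.302% to 2.16%) and 2.14% (22 cells, 1.35% to 3.22%). Enterocyte-like cells made up 10.6% (8.12% to 13.5%) and 19.6% (17.3% to 22.2%), a difference of 9.06 percentage points. That difference moved most with the loose cell filter, under which it was -2.39 points, so its direction depended on the filter. An unnamed cluster led by Ly6d, Sprr1a and Clu, followed here as the regenerative-list cluster because of its Clu level, held 14.7% of control cells (11.8% to 18.0%) and 3.40% of cocultured cells (2.38% to 4.70%). It was singled out after its values were seen. Unnamed clusters with low UMI counts held 16.0% and 8.37% of cells, and other unnamed clusters 19.0% and 27.8%.

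The second set asked which sorted cells carried transcripts of secreted niche factors. In the small intestinal library 5497 of 8842 barcodes exceeded the limit on mitochondrial UMIs and were removed, so its shares describe the cells that passed. There, lymphatic endothelial-like cells were 349 of 2695 kept cells (12.9%) and stem-like cells 160 (5.94%). In the large intestinal library they were 205 (3.49%) and 459 (7.80%) of 5882 kept cells. The loose filter moved the small intestinal stem-like share most, to 8.91%. The large intestinal stem-like class was led by the haemoglobin gene Hbb-bs and the defence genes Reg3b and Reg3g before epithelial markers, and no cluster took that name with the strict filter or at resolution 0.5. The small intestinal smooth muscle or pericyte-like cluster also carried fibroblast genes such as Adamdec1.

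Reln (ENSMUSG00000042453), which encodes the secreted protein reelin, reached 1947 CPM in small intestinal lymphatic endothelial-like cells (1870 to 2027) against 30.4 CPM in the next class, plasma-like cells, a log2 ratio of 6.00 (5.65 to 6.37). The loose filter moved this ratio most, to 4.30. In the large intestinal library Reln reached 1308 CPM (1215 to 1406) against 15.6 CPM in macrophage or monocyte-like cells, a log2 ratio of 6.39 (5.82 to 7.03). Rspo3 was highest in lymphatic endothelial-like cells of both libraries, at 346 CPM and 103 CPM, above fibroblast-like cells by log2 ratios of 1.29 (0.78 to 1.84) and 1.48 (0.99 to 1.96). Wnt2 was highest in lymphatic endothelial-like cells of the small intestine, at 208 CPM (184 to 236) against 8.33 CPM from 2 UMIs in fibroblast-like cells (log2 ratio 4.06, 2.78 to 7.70). In the large intestine it was at 23.0 CPM from 13 UMIs, against 26.3 CPM in fibroblast-like cells (log2 ratio -0.19, -1.17 to 0.67), a difference that was not detectable at this depth. Angpt2 was highest in lymphatic endothelial-like cells of the small intestine (133 CPM, log2 ratio 2.92 over stem-like cells) but not of the large intestine (31.9 CPM, -0.17 against smooth muscle or pericyte-like cells, interval -1.12 to 0.75). Grem1, Bmp4, Dkk2 and Igf1 had log2 ratios of -5.06 or lower against the highest class in both libraries, except Dkk2 in the large intestine, where it had 0 UMIs in lymphatic endothelial-like cells and 16 in fibroblast-like cells.

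After thinning to 2000 UMIs, Reln UMIs were seen in 96.1% of 258 small and 89.6% of 115 large intestinal lymphatic endothelial-like cells (96.0% and 84.9% of all such cells without thinning). In B-like cells, which should lack these factors, the thinned shares were 1.10% of 272 and 0 of 107, the latter allowing up to 3.39%. Median depths before thinning were 3370 and 2292 UMIs in lymphatic endothelial-like cells and 2800 and 2644 UMIs in B-like cells. Rspo3 was seen in 49.2% and 19.1% of the thinned lymphatic endothelial-like cells (60.2% and 18.0% without thinning) and Wnt2 in 37.2% and 5.22% (46.1% and 4.88% without thinning). Neither was seen in the thinned B-like cells of either library.

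**Figure D2:**
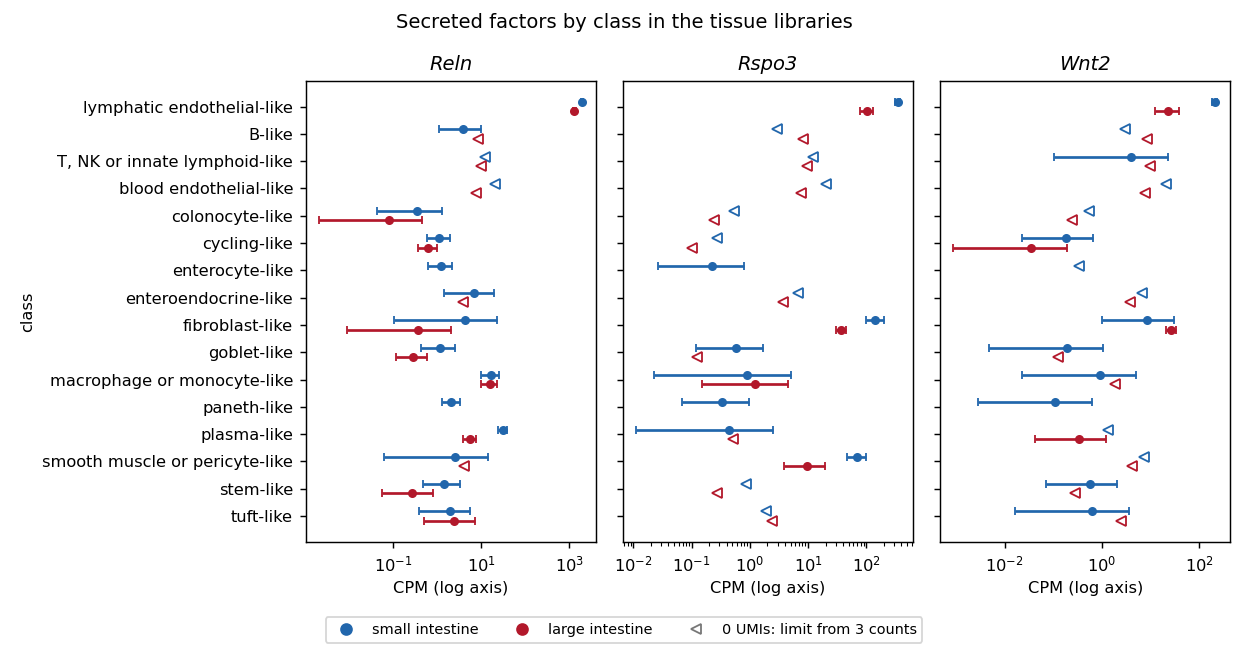
Level of Reln, Rspo3 and Wnt2 (CPM, log axes) in each class with at least 20 cells of the small (blue) and large (red) intestinal tissue library. Points carry exact 95% Poisson intervals and open triangles mark classes with 0 UMIs, at the level 3 counts would give; lymphatic endothelial-like cells are at 1947 and 1308 CPM for Reln, and for Wnt2 at 208 and 23.0 CPM.

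Receptor transcripts were then read in stem-like cells. Itgb1, which encodes an integrin subunit, was at 113 CPM in small (102 to 125) and 93.7 CPM in large intestinal stem-like cells (88.1 to 99.6). CPM without mitochondrial and ribosomal protein genes moved it most, to 176 and 141 CPM. The reelin receptor genes were low. Lrp8 was at 2.31 CPM from 8 UMIs in the small (0.997 to 4.55) and 9.63 CPM from 106 UMIs in the large intestine (7.89 to 11.6), and Vldlr at 2.31 and 6.36 CPM. Dab1 was at 19.3 CPM in small and 1.27 CPM in large intestinal stem-like cells. The Wnt pathway receptor genes Lgr4 and Lrp6 were at 72.4 and 71.6 CPM in the small intestine. In the large intestine they were at 36.1 and 43.5 CPM. Lgr5 itself was at 149 CPM in small and 39.2 CPM in large intestinal stem-like cells (35.6 to 43.0 in the latter). Large intestinal tuft-like cells had Lgr5 at 50.3 CPM from 62 UMIs (38.6 to 64.5), an interval that overlapped that of the stem-like cells.

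Between tissues, lymphatic endothelial-like cells of the small intestine had more Wnt2 (log2 ratio 3.18, 2.38 to 4.11), Angpt2 (2.07, 1.36 to 2.86), Rspo3 (1.75, 1.35 to 2.17) and Reln (0.57, 0.45 to 0.69) than those of the large intestine, and less Ccl21a (-1.71, -1.77 to -1.65). Keeping doublets moved these 5 ratios most, with Reln at 1.14, Rspo3 at 2.35 and Ccl21a at -1.14. Lyve1 was at -0.30 (-0.36 to -0.23), but at 0.30 with doublets kept, a move similar in size to those of Reln, Rspo3 and Ccl21a. By the rule of size the highest ratios belonged to Cyp26b1 (866 to 0 UMIs, spread over 234 cells) and to Defa24, Defa30, AY761184 and Defa22. The latter are Paneth cell genes that stood at far higher levels in the other small intestinal cells (63479 CPM for Defa24, against 5199 CPM in lymphatic endothelial-like cells). The lowest belonged to Mptx1, Retnlb, Ptn, Pkhd1l1 and Agr2. Mptx1, Retnlb and Agr2 are epithelial genes that were at 5888, 2679 and 7385 CPM in the other large intestinal cells. Ptn had 2 and 116 UMIs, of which 3 large intestinal cells held 50%, and Pkhd1l1 had 20 and 107 UMIs. Each tissue was a single library, so tissue and library cannot be told apart.

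The Visium sections compared the tissues and asked whether lymphatic transcripts shared spots with crypt transcripts. The sections of a tissue were technical duplicates and gave no spread between animals. The median absolute log2 difference over 14402 genes was 0.55 between tissues, against 0.19 between the small and 0.07 between the large intestinal sections. Lgr5 was at 9.03 and 7.21 CPM in the small and 2.52 and 2.24 CPM in the large intestinal sections, a log2 ratio of 1.77. Leaving out 1 section moved it most, to between 1.60 and 1.93. Reln was at 5.09 and 5.12 against 5.57 and 5.57 CPM (log2 ratio -0.13), Rspo3 at 7.10 and 7.51 against 3.15 and 3.51 CPM (1.13), and Lyve1 at 4.52 and 5.05 against 10.4 and 9.56 CPM (-1.06). The other lymphatic genes had no common direction, with Ccl21a at -1.29, Mmrn1 at -0.17, Flt4 at 0.90 and Prox1 at 1.70. Wnt2 had 4 and 1 UMIs in the small and 28 and 25 UMIs in the large intestinal sections (-2.24). Under the rule of size the highest ratios were those of Apoa1, Defa30, Defa17, Defa24 and Defa22, and the lowest those of Aqp8 (-10.89), Ly6g, Atp12a, Tgm3 and Car1.

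Spots were then split by whether they held a UMI of the 6 crypt genes, after thinning to 2000 UMIs. In the small intestine, UMIs of the 5 lymphatic genes per spot were higher in spots with a crypt UMI than in spots without one in both sections, by log2 ratios of 1.17 (0.80 to 1.54) and 1.08 (0.75 to 1.40). In section 1 these were 19.7 against 8.77 UMIs per 100 spots. In the large intestine the log2 ratios were 0.42 (0.20 to 0.64) and 0.40 (0.16 to 0.64). In a split by muscle UMIs that was added later, they were 1.47 (0.68 to 2.26) and 0.54 (-0.13 to 1.18) among spots with few muscle UMIs, and 0.05 (-0.18 to 0.29) and 0.06 (-0.20 to 0.32) among spots with many. Leaving the spots unthinned moved the small and large intestinal crypt ratios most, to means of 1.90 and 0.67. Split by surface genes, the log2 ratios were -0.91 and -0.90 in the small intestine and -0.34 and -0.04 in the large intestine, where the interval of section 2 (-0.32 to 0.24) included 0. Without thinning the surface split turned positive, at means of 0.86 and 1.04. Split by muscle genes, they were 1.92 and 2.85 in the small and 3.98 and 3.10 in the large intestine. In section 2 of the small intestine, spots without a muscle UMI held 0 lymphatic UMIs. The ratio there was computed with that 0 set to 3, and its interval starts at 2.54. Crypt-gene spots of the small intestine also held more fibroblast marker UMIs (log2 ratios 0.88 and 0.85). Smooth muscle or pericyte marker UMIs were higher there too (0.41 and 0.45). UMIs of a longer marker list for lymphatic endothelial cells were lower there (-0.33 and -0.23). That list includes the 5 lymphatic genes, so its other markers together were lower. In the large intestine the longer list was higher in crypt-gene spots (0.35 and 0.29). Fibroblast (-0.16 and -0.02) and blood endothelial markers (-0.38 and -0.36) were not higher there, and glia markers went both ways (0.24 and -0.76). These marker lists were added after the split was seen.

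**Figure D3:**
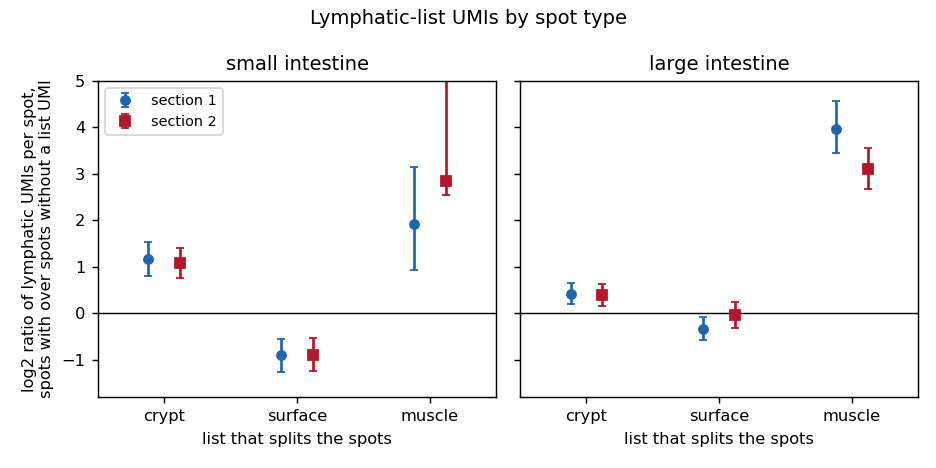
Log2 ratio of lymphatic-gene UMIs per spot between spots with and without a UMI of the crypt, surface or muscle list, for each section (points) with exact 95% counting intervals. Every spot was thinned to 2000 UMIs, and the interval of section 2 for muscle in the small intestine has no upper end; crypt ratios are 1.17 and 1.08 in the small and 0.42 and 0.40 in the large intestine.

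Regions were clusters of spots. The region with the most lymphatic UMIs in the small intestine was led by defensin genes such as Defa22 (550 spots), and held the 5 lymphatic genes at 225 CPM together. There Reln was at 17.7 CPM against 3.89 CPM in other spots (log2 ratio 2.19, 1.80 to 2.56) and Lgr5 at 28.1 against 6.08 CPM (2.21, 1.91 to 2.51). Resolution 1 moved the Reln ratio most, to 1.28, and it was 1.68 and 2.88 when each section was clustered without the other. Rspo3 was at 11.5 against 6.93 CPM (0.73, 0.29 to 1.14), but its ratio turned to -0.15 at resolution 1, and its level was higher in the muscle region led by Actg2, at 28.0 CPM (24.8 to 31.6). Grem1 was at 109 against 103 CPM in the small intestine (0.09, -0.04 to 0.22), an interval that included 0. Its ratio was between 0.19 and 0.38 when each section was clustered without the other. In the large intestine the region with the most lymphatic UMIs was led by Ccl21a, Mmrn1 and Mgp (392 spots). There Reln was at 34.2 against 3.58 CPM (3.25, 2.98 to 3.52), Rspo3 at 16.8 against 2.40 CPM (2.81, 2.43 to 3.17), Lgr5 at 12.3 against 1.68 CPM (2.87, 2.42 to 3.30) and Grem1 at 82.8 against 14.0 CPM (2.57, 2.41 to 2.72). Rspo3 was also at 15.4 CPM (13.0 to 18.1) in the large intestinal muscle region led by Actg2. When each large intestinal section was clustered without the other, the ratios ranged from 3.32 to 3.91 for Reln, 3.26 to 3.46 for Rspo3, 2.20 to 2.53 for Lgr5 and 3.13 to 3.19 for Grem1. Spots with at least 2000 UMIs gave 3.75 for Rspo3, 3.47 for Grem1 and 2.30 for Lgr5. The plot of region levels shows every region.

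**Figure D4:**
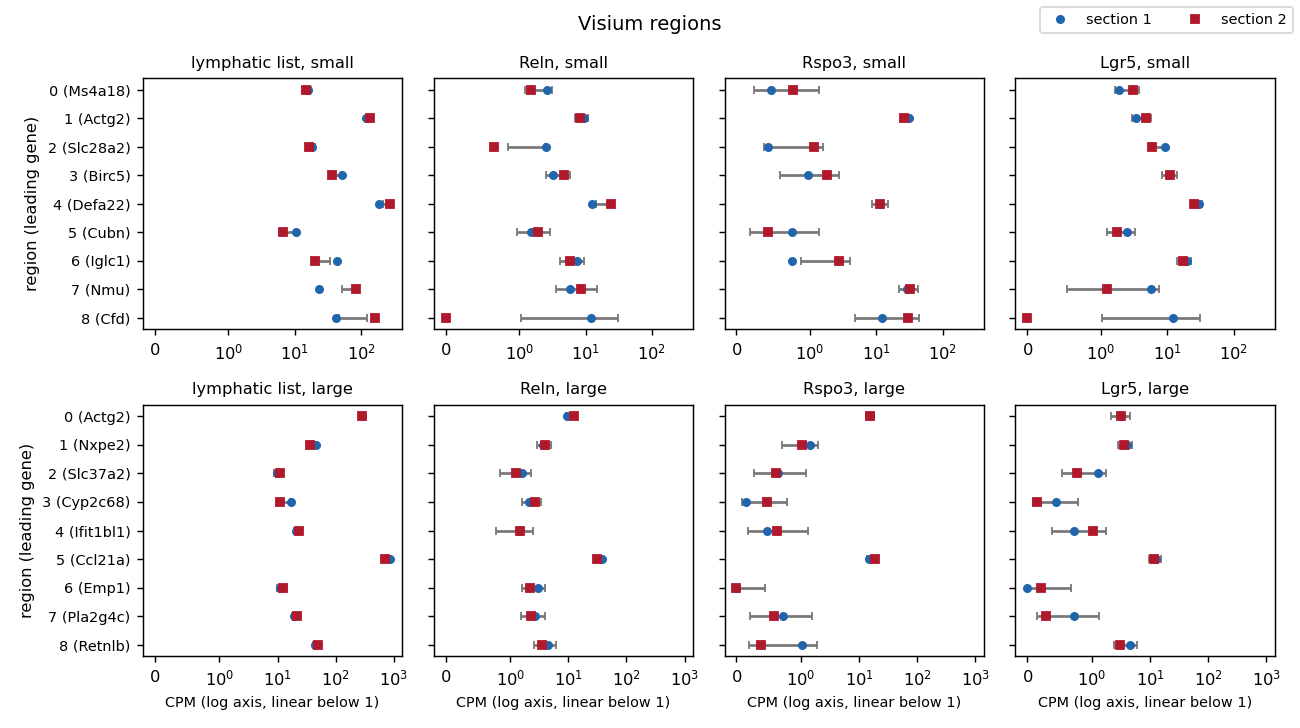
Level (CPM, log axes that are linear below 1) of the 5 lymphatic genes together, Reln, Rspo3 and Lgr5 in each region of the small (upper) and large (lower) intestine, with section 1 as circles, section 2 as squares and 95% Poisson intervals over both. Regions are named by their leading gene; Reln is highest in the Defa22 region of the small intestine (17.7 CPM) and in the Ccl21a region of the large intestine (34.2 CPM).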

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

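The tests of the GFP features, and those of free RNA and depth for Wnt2, were chosen only after the result was seen.

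Signal appeared in data that no comparison used: the tissue libraries carried the added features GFP-PLUS and GFP-MINUS. GFP-PLUS had 194 UMIs in the kept cells of the small and 1875 in those of the large intestinal library, and GFP-MINUS had 4 and 13. The GFP-PLUS level in stem-like cells stood above that in cells that are not epithelial by a log2 ratio of 5.78 in the small (85 against 1 UMIs) and 5.53 in the large intestinal library (442 against 11 UMIs), which argues against free RNA in the droplets as the source. In the large intestinal library 62.4% of stem-like cells with an Lgr5 UMI carried GFP-PLUS, against 33.5% of those without one. Transcription of a reporter in Lgr5-expressing cells predicts this direction. Depth could give it too, because the cells were not thinned for this split and deeper cells show more features. In the small intestinal library the shares were 23.1% (27 of 117 cells) and 27.9% (12 of 43 cells), with intervals that overlapped (15.8% to 31.8% and 15.3% to 43.7%), which decides nothing. In cycling-like cells they were 18.6% (11.4% to 27.7%) and 1.19% (0.246% to 3.44%), the direction that reporter transcription predicts, again without thinning. As stem-like cells did not show it, the explanation stays open there. The labels did not say what either feature encodes, and no biological explanation of the difference between the libraries was tested.

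Signal also appeared in cells that the filter had removed. Cells above the limit on mitochondrial UMIs held 734 Lgr5 UMIs in the small and 87 in the large intestinal library. Per non-mitochondrial UMI, the Lgr5 level in removed small intestinal cells was above that in kept cells by a log2 ratio of 1.71 (1.57 to 1.84), which argues against a random loss of cells of every kind. The B cell gene Cd79a was lower in the removed cells (-1.36), the stem marker Olfm4 only slightly higher (0.29) and the epithelial gene Epcam lower (-0.37), and the large intestinal Lgr5 ratio was 0.20 (-0.13 to 0.51). Cells with Lgr5 may have been lost more often than others from the small intestinal library. GFP-PLUS was higher in its removed cells too (0.69, 0.25 to 1.11). In the large intestinal library GFP-PLUS was lower in the removed cells (-0.99, -1.53 to -0.51). Olfm4 and Epcam did not follow Lgr5, so whether stem cells as a class were lost stays open. The small intestinal stem-like share describes only the cells that passed. Whether the loss arose from handling or from a property of these cells was not tested.

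A difference between groups drew attention in Wnt2. Against the next class, fibroblast-like cells in both libraries, the log2 ratio in lymphatic endothelial-like cells was 4.06 in the small and -0.19 in the large intestine. The difference was not tested. The other small intestinal cells had Wnt2 at 0.255 CPM, far below the 208 CPM of lymphatic endothelial-like cells, which argues against free RNA. After thinning to 2000 UMIs, 37.2% of small and 5.22% of large intestinal lymphatic endothelial-like cells had a Wnt2 UMI, which argues against depth. There was 1 library per tissue, so the tissue cannot be told apart from another difference between the libraries. In the Visium sections Wnt2 went the other way, at a log2 ratio of -2.24 between small and large intestine, from 4 and 1 against 28 and 25 UMIs over all cell types.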

How the results depend on the processing

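The alternative without low-UMI clusters and the tracking of the regenerative-list cluster were added after the data were seen. Over 279 results and 1926 alternatives, 1634 values lay within the counting interval (or the spread between sections) of the reported value, 282 lay outside it with the called direction kept, and 10 turned a called direction. The sign was kept in 1894. Some of these outcomes were fixed in advance. Receptor levels (252 alternatives) and tissue shares (18 alternatives) cannot be negative, so their sign could not turn. The organoid alternative that required at least 10 UMIs in each library left every ratio it covered unchanged by construction. Of the 279 results, 246 were single genes or spot and region ratios named among many. Of their 1708 alternatives, 1464 stayed within the interval, 235 moved (149 up, 86 down) and 9 turned a called direction, with those 9 values given here. Where a value moved, the cause was not tested unless stated. Under the alternatives that ran, Wnt2 in large intestinal lymphatic endothelial-like cells stayed below fibroblast-like cells (-0.47 to -0.07).

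With the mean of each cell's CPM, the organoid log2 ratio was -1.50 for Lgr5 (reported -2.19) and -8.50 for Clu (-7.52), and those of Smoc2 (0.000967), Lyz1 (0.00098) and Alpi (-0.035) turned sign. Each cell then weighs alike, whatever its depth. Median-of-ratios scaling turned Vil1 (0.047), a shift that this scaling adds to each organoid ratio. It also gave 4.41 (reported 6.00) and 5.80 (6.39) for Reln over the next class in small and large intestine, 88.9 CPM for small intestinal Itgb1 (113) and 2.92 for Reln in the large intestinal lymphatic region (3.25). CPM without mitochondrial and ribosomal protein genes, which divides by fewer UMIs, gave Itgb1 176 (113) and 141 (93.7) and large intestinal Lrp8 14.5 (9.63). In Visium it moved gene ratios down by similar amounts, such as Reln to -0.27 (-0.13) and Acta2 to 1.80 (1.95). The turn of Slc12a2 to -0.071 (0.076) is part of that common shift and not specific to the gene.

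The loose cell filter turned the enterocyte-like difference to -2.39 points (9.06). It moved the cycling-like difference to 8.20 (3.34), the small intestinal lymphatic and stem-like shares to 16.2% (12.9%) and 8.91% (5.94%), the large intestinal lymphatic share to 4.62% (3.49%), small intestinal Wnt2 and Reln over the next class to 2.56 (4.06) and 4.30 (6.00), and large intestinal Lrp8 to 5.70. The strict filter gave -16.4 points for the regenerative-list cluster (-11.3) and 2.72% for the large intestinal lymphatic share. With doublets kept, the enterocyte-like difference was 5.30, Rspo3 over the next class in the small intestine 1.94 (1.29), Reln over the next class in the large intestine 4.93, Lrp8 5.43 and Itgb1 83.5. Between tissues, lymphatic endothelial-like cells then had Rspo3 at 2.35 (1.75) and Reln at 1.14 (0.57), and Lyve1 turned to 0.30 (-0.30). These ratios moved up by similar amounts, so the turn of Lyve1 is not specific to that gene.

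With 4000 variable genes the enterocyte-like difference was 3.54. At resolution 0.5 small intestinal Rspo3 over the next class was 1.85. At resolution 2 the cycling-like difference was 8.33, the large intestinal stem-like share 5.80%, Lrp8 6.10 and Itgb1 83.9. At resolution 1 for Visium, Reln in the small intestinal lymphatic region was 1.28 (2.19) and Rspo3 turned to -0.15 (0.73). No value was given where no cluster took the name: organoid stem-like cells at resolution 0.5 and 2, with 4000 variable genes, with the reported genes put back and with the strict filter, and large intestinal stem-like cells with the strict filter and at resolution 0.5.

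Without thinning, the differences in shares of cells with a UMI were -10.5 points for Lgr5 (-4.36) and -20.7 for Clu (-8.90). With 1000 UMIs per cell they were -0.759 and -4.55, since fewer UMIs show fewer genes. The crypt ratios were 1.90 and 0.67 without thinning (small and large intestine, reported 1.12 and 0.41), and the surface ratios turned to 0.86 (-0.90) and 1.04 (-0.19). The cause was not tested. At least 3 crypt UMIs gave 1.35 and 0.20, and the list without Olfm4 gave 0.78 in the small intestine. All deposited spots gave 3.53 for Reln in the large intestinal lymphatic region, and spots with at least 2000 UMIs gave -0.134 for Reln between tissues (-0.126). In the large intestinal lymphatic region they gave 3.75 for Rspo3 (2.81), 3.47 for Grem1 (2.57), 3.37 for Wnt2 (1.91) and 2.30 for Lgr5 (2.87).

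Leaving out 1 section gave Reln in the lymphatic region from 1.68 to 2.88 in the small and from 3.32 to 3.91 in the large intestine, crypt ratios from 1.08 to 1.17 and from 0.40 to 0.42, and between tissues Reln from -0.13 to -0.12 and Lgr5 from 1.60 to 1.93. No paired analysis was possible because the section numbers mark technical duplicates within a tissue and pair no section of one tissue with one of the other. Depth limited Wnt2 in the large intestine (13 UMIs), Lrp8 in small intestinal stem-like cells (8 UMIs) and Wnt2 in the small intestinal sections (4 and 1 UMIs).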

Other observations

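The tests of depth, damaged cells and cells other than epithelial cells for Clu, of depth and class shares for Lgr5, of Lyve1 carry-over, of defensins and of depth for the crypt spots were chosen only after the result was seen. So were 3 parts of the others: the condition that stem markers be specific to stem-like cells, the reading of Chga by the range over cells, and the limit of 10 UMIs for Paneth markers.

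Clu was lower in the cocultured organoids. Deeper sequencing shows a gene in more cells, yet without thinning 1.95% of the cells of the deeper, cocultured library had a Clu UMI (1.19% to 2.99%) against 22.7% of control cells (19.2% to 26.5%), so depth did not lower it. Damaged cells are argued against by the strict filter, which left a log2 ratio of -7.19. Cells other than epithelial cells are argued against by the level of Epcam. With each control cell weighted by its Clu UMIs, it was above that of control cells without a Clu UMI by a log2 ratio of 1.01 (0.54 to 1.29 over drawn cells). Fewer cells of the regenerative-list cluster could not be the whole cause, as the log2 ratio outside that cluster was -5.10 (-6.75 to -3.80 over drawn cells). The cells outside include the low-UMI unnamed clusters, so -5.10 is not the fall within named classes. In stem-like cells the log2 ratio was -3.86 (-7.07 to -1.06 over drawn cells). In the other unnamed clusters it was -2.12 (-4.49 to -0.29). With 1 library per condition, coculture cannot be told apart from another difference between the 2 libraries or cultures. A lower Clu level in coculture may thus be biological, but that is a hypothesis from the same data.

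Lgr5 was lower in the cocultured organoids. Depth did not lower it either, since without thinning 5.64% of cocultured cells (4.31% to 7.23%) had an Lgr5 UMI against 16.2% of control cells (13.2% to 19.6%). A shift in the shares of the classes alone is argued against because Lgr5 fell within each named class with at least 20 control UMIs. The log2 ratio was -1.89 in Paneth-like cells (-3.58 to -0.51 over drawn cells), -2.41 in stem-like and -3.11 in cycling-like cells. The classes do not isolate Lgr5-expressing cells, as control Lgr5 was at 16.2 CPM in Paneth-like and 9.32 CPM in stem-like cells. Fewer Lgr5-expressing cells inside each class would also give such a fall, so the test cannot exclude that. A lower share of stem cells stays open when read from the 20 stem markers. Their median log2 ratio was -0.49, with 19 lower, from -2.43 for Gkn3 to 0.23 for Hopx, but their median in stem-like cells was only 0.63 above that in other control cells, so they barely mark the class.

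Chga was higher in the cocultured organoids. More enteroendocrine-like cells at an equal level could explain this in part. Within those cells the log2 ratio was 2.43 (1.23 to 3.75 over drawn cells), but the control library had 5 such cells against 22, and the levels of single cells overlapped, from 913 to 5174 CPM and from 406 to 43395 CPM. The explanation is therefore left open.

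Lyve1 UMIs were seen in both organoid libraries. Carry-over of lymphatic endothelial cells or their RNA is argued against for cells like those sorted from small intestine. At the ratio of Mmrn1 to Lyve1 in the lymphatic endothelial-like cells of that library, it would have brought 290.8 Mmrn1 UMIs to the cocultured library. There 0 were found (upper limit 3.69). The labels did not name the coculture partner, so whether that ratio holds for it is not known.

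Defensin UMIs were seen in small intestinal lymphatic endothelial-like cells. The 14 Paneth markers with at least 10 UMIs there stood at a median of 8.85% of their level in the other cells (7.24% to 18.5%). Free RNA from Paneth-like cells predicts an even proportion. Most markers lay near the median, but Defa17 (18.5%, 124 UMIs), Defa3 (17.7%, 18 UMIs) and Pnliprp2 (14.0%, 35 UMIs) stood higher. The explanation is therefore left open.

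Lymphatic UMIs were higher in crypt-gene spots of the small intestine. Depth is argued against, since the ratio of the lower section after thinning was 1.08. A layer with more stromal transcripts in general stays open, as the fibroblast markers had a mean log2 ratio of 0.86, close to the lower ends of the lymphatic intervals (0.80 and 0.75). The intervals of the glia markers (0.74, 0.05 to 1.46, and 1.17, 0.68 to 1.67) overlapped those of the lymphatic genes. The means were 0.35 for blood endothelial and 0.43 for smooth muscle or pericyte markers, macrophage or monocyte markers were at 0.27 and 0.32, plasma markers at 0.15 and -0.08, and a list of 20 lymphatic endothelial markers went the other way (-0.33 and -0.23). Closeness to the muscle layers stays open too. Among spots with few muscle UMIs the log2 ratio was 0.52 (-0.32 to 1.35) in section 1 and 1.56 (0.80 to 2.33) in section 2. Among spots with many muscle UMIs it was 0.79 (0.37 to 1.24) and 0.39 (0.02 to 0.76). In the large intestine it was 1.47 (0.68 to 2.26) and 0.54 (-0.13 to 1.18) with few muscle UMIs, and 0.05 (-0.18 to 0.29) and 0.06 (-0.20 to 0.32) with many. Spot positions were not used here, so a shared layer and contact between the cells cannot be told apart.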
